A study of Mus musculus with 2 samples. Its data were reported in "IL-10 constrains sphingolipid metabolism to limit inflammation" (2024).

How the data were processed

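Single-cell RNA-seq was measured in cells of the mouse colon from bone marrow chimeras, in which the blood-forming cells of a recipient mouse had been replaced by donor bone marrow. The donors lacked either the IL-10 receptor (IL-10R KO) or both the IL-10 receptor and ceramide synthase 2, the enzyme that makes very long chain ceramides (IL-10R/CerS2 DKO). The cells had been sorted for CD11b, CD11c and CD64, surface proteins of myeloid cells, and the study used the sort to leave out neutrophils, T cells and B cells. The deposit held 1 library per genotype, so there was no replicate of either group and genotype could not be separated from mouse, sort or library.

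The deposited values were raw UMI counts per gene and cell barcode, which the authors made with Cell Ranger 6.0.1, per the file headers, from droplet libraries of 3′ ends. The study's methods give mm10 as the genome build. A UMI is a molecular tag, so that copies of a molecule made by PCR count once. The gene tables of both libraries had the same 31053 genes in the same order. Barcodes had been called as cells and each had at least 500 UMIs, and no further cell filter, doublet removal or correction for free RNA by the authors was seen in the counts. The study's own cell annotation was not used here, and cell classes were rebuilt from the counts.

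Choices of filter, clustering, gene lists, markers and named genes were made before the data were examined, except where stated. As in the study's methods, cells with 300 to 5000 detected genes and at most 10% mitochondrial UMIs were kept. Cells of both libraries were clustered together with Seurat 5.3.0 in R 4.3.3 (the study used an earlier version), without batch correction, on genes seen in at least 3 cells: counts were scaled to 10000 per cell and logged, 2000 variable genes were reduced to 30 principal components, and Louvain clusters were taken at a resolution of 0.3 from a shared nearest neighbour graph of 20 neighbours. Doublets were not removed in the main analysis. Scrublet (scanpy 1.11.5) called 6 of 2584 KO barcodes and 1 of 742 DKO barcodes as doublets, and their removal was an alternative. So was removal of the 5% of barcodes with the highest doublet scores in each library, which was chosen after the data were seen.

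Clusters were named from marker genes fixed in advance for each class. A marker counted for a cluster where it had at least 20 UMIs over all cells, reached 25% of its level in the cluster that expressed it most and was found in at least 20% of the cluster's cells. A name needed at least 3 such markers, and went to the class with the largest share of its markers. A cluster stayed unnamed if more of its 10 leading genes were markers of another class than of its own, or if its cells had a median UMI count under that of their library divided by 3 and none of its leading genes was a marker of the class. This scoring was written and then revised after the clusters had been seen. The first version set no minimum share of cells and counted the markers of all dendritic cell classes together, which left the B cell-like and the epithelial cell-like clusters without a name and called unnamed cluster 5 dendritic cell-like. Both versions gave the monocyte/macrophage-like class the same number of cells in the main analysis, 1511 in KO and 318 in DKO. They gave different numbers in 3 alternatives: with the stricter cell filter the first version gave 1215 KO and 201 DKO cells and the revised version 1521 and 304, at the finer resolution 1511 and 317 against 1056 and 256, and with KO cells drawn down 391 and 219 against 475 and 348.

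Monocyte/macrophage-like cells were clustered again in the same way, with Cers2 and every gene of the lists below left out of the variable genes, so that the clusters were not sized by genes that the comparison was about. The cluster with the highest mean of the inflammatory list, in UMIs per 10000, was taken as the inflammation-high cluster.

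For expression, UMIs were summed over the monocyte/macrophage-like cells of each library and given as counts per 1000000 of the total (CPM). The ratio of DKO over KO was put on the log2 scale with 0.5 counts added to each sum. The 8 gene lists were inflammatory, tolerogenic, sphingolipid, fatty acid desaturation and elongation, NF-kB, interferon, antigen presentation and circulating monocyte genes. A list's result was the median log2 ratio of its genes with at least 10 UMIs over both libraries, with its percentile among 10000 random lists of the same size matched on mean expression in 20 bins, and an interval from 2000 Poisson redraws of the counts. The percentile describes these 2 libraries. Intervals of sums were exact Poisson intervals, those of ratios were exact conditional intervals, and those of shares were exact Clopper-Pearson intervals, all at 95%. All cover counting error only, since cells of 1 library are not replicates. For the same reason no test was run and no p-value is given, unlike in the study, which imputed expression and compared cells by a rank sum test. Where a sum was 0, the ratio was set against a floor of 3 counts, which is lower than the exact upper bound of the sum. A fold against this floor is therefore larger than the smallest fold in the exact interval. Where 0 cells had a UMI, the exact upper bound of the share was given. Shares of cells with a UMI were compared after each cell had been thinned at random to 1 fixed number of UMIs, the 10th percentile of the cells compared rounded down to a multiple of 100, and cells with fewer were left out. The share in T cell-like and B cell-like cells served as the background from free RNA.

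Genes were named by a rule. Cers2, Il10rb, the 6 cytokine genes that the study measured by qPCR, Mrc1, Fcgr1, Scd2, Rel and Rela came first. Then, of the 5716 genes with at least 50 UMIs in the library with the higher CPM and outside the groups named next, 4178 had the same sign under total-count scaling, under TMM scaling (edgeR 4.0.16, used for its scaling factors only) and in the mean over clusters weighted as in KO, and of these the 8 with the highest and the 8 with the lowest log2 ratios were named. Immunoglobulin, mitochondrial, ribosomal protein, haemoglobin genes and the 6 sex-linked genes Xist, Tsix, Ddx3y, Eif2s3y, Kdm5d and Uty were kept out of this choice. Il10ra was added after the data had been seen. Gene positions were taken from GENCODE M21 on GRCm38, which is the build mm10. TMM factors of 0.958 for KO and 1.04 for DKO moved every log2 ratio by -0.12, and the median over 10768 genes was 0.11 with total counts and -0.02 with TMM.

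The ratio, its interval and the list percentile were tested on simulated data for the comparison of the monocyte/macrophage-like sums, drawn for 10768 genes at the real depths with 200 genes changed by known amounts. All of the changed genes (100%) had the right sign, the median absolute error of their log2 ratio was 0.14, and 96.5% of the intervals held the true value. The draws were Poisson counts, the model behind the intervals, so a share near 95% followed from the setup. UMIs gathered in few cells and differences between mice were not simulated, so the intervals were not tested against them. A list of 20 genes raised by 1 on the log2 scale had a median of 1.00 and lay at percentile 100, and 6 of 100 lists of unchanged genes lay outside the middle 95% of random lists.

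Alternatives were every barcode as deposited, a stricter filter of 500 to 5000 genes and at most 5% mitochondrial UMIs, removal of doublets, resolutions of 0.1 and 0.8, KO cells drawn at random down to the number of DKO cells, every cell with a Lyz2 UMI in place of the named clusters, TMM scaling, totals without immunoglobulin, mitochondrial, ribosomal protein and haemoglobin genes, the mean over cells in place of sums, clusters weighted as in KO, 5 counts added, a minimum of 1 or 50 UMIs per list gene, list genes kept among the variable genes, 15 principal components, and thinning to the 25th percentile or no thinning. The weighted mean used the 5 clusters with at least 10 cells in each library, which leaves out the inflammation-high cluster. For the closing section, lists of dissociation response and hypoxia response genes were written before their levels were computed. Chosen after the data had been seen were sums without the inflammation-high cluster, and resolutions of 0.1 and 0.8 with clusters kept whatever genes led them.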

Results

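To ask how the loss of CerS2 changed colonic macrophages that lack the IL-10 receptor, the study compared sorted colon cells of chimeric mice whose bone marrow lacked the IL-10 receptor alone (KO) or the receptor together with CerS2 (DKO). There was 1 single-cell library per genotype, so no difference below has a replicate check, and every interval covers counting error only. The KO library held 2584 barcodes with 12549471 UMIs, and the DKO library held 742 barcodes with 3414944 UMIs. After the filter on cells, 2443 KO cells and 730 DKO cells were kept. The median cell had 4715 UMIs and 1616 detected genes in KO, and 3722 UMIs and 1366 genes in DKO. The median mitochondrial share was 1.28% in KO and 1.36% in DKO. Thinned to 1500 UMIs per cell, which left out 244 KO cells and 71 DKO cells, the median cell had 753 genes in KO and 732 in DKO. The monocyte/macrophage-like cells, on which the comparisons below rest, were of like depth, with a median of 5500 UMIs in KO and 5406 in DKO and sums of 8670279 and 1773311 UMIs.

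The gene deleted only in the DKO donors was looked at first, as a check of the labels. Cers2 (ENSMUSG00000015714, chromosome 3, 95314791 to 95323599, plus strand, GRCm38) had 442 UMIs in the KO monocyte/macrophage-like cells, or 51.0 CPM (46.3 to 56.0), found in 359 of 1511 cells. It had 0 UMIs in the 318 DKO cells, a level 30.1-fold lower against the floor of 1.69 CPM. The exact upper limit of its log2 ratio was -4.61. Il10rb (ENSMUSG00000022969, chromosome 16, 91406164 to 91425834, plus strand) encodes a chain of the IL-10 receptor, and the study names it as the receptor gene knocked out in both donors. Il10rb had 39 UMIs or 4.50 CPM (3.20 to 6.15) in KO and 8 UMIs or 4.51 CPM (1.95 to 8.89) in DKO. Transcripts of Il10rb were thus found in both libraries, and with no library of intact mice they cannot be set against a normal level. Counts of 3′ ends do not tell whether these transcripts were intact. Il10ra, the gene of the other chain, had 87.3 CPM in KO and 99.2 CPM in DKO, and the interval of the log2 ratio of 0.19 included 0 (-0.06 to 0.42).

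The sort was meant to give macrophages, and the next question was which cells each library held. Monocyte/macrophage-like cells were 1511 of the 2443 KO cells, or 61.9% (59.9 to 63.8), and 318 of the 730 DKO cells, or 43.6% (39.9 to 47.2). Among alternatives, the KO share moved most at resolution 0.8, to 43.2%, since a cluster with a marker of another class among its leading genes stayed unnamed there, and the DKO share was then 35.1%. B cell-like cells were 9.41% of KO (8.29 to 10.6) and 22.7% of DKO (19.7 to 26.0). Neutrophil-like cells were 6.59% of KO (5.64 to 7.65) and 6.58% of DKO (4.89 to 8.62). T cell-like cells were 6.06% of KO (5.14 to 7.08) and 6.30% of DKO (4.65 to 8.32). Dendritic cell-like cells were 4.42% of KO (3.64 to 5.31) and 7.26% of DKO (5.49 to 9.39). A small cluster of epithelial cell-like cells, which carried as many T cell markers as epithelial markers, was 1.43% of KO and 1.10% of DKO. Unnamed cluster 5, with 7 markers of T cells, was 5.77% of KO (4.88 to 6.77) and 9.18% of DKO (7.18 to 11.5). It stayed unnamed because Cd7, on the fixed dendritic cell list, was among its leading genes, with Xcl1, Tcrg-C2 and Nkg7. At resolution 0.1, where no such cluster was separate, the T cell-like cluster held 289 KO and 113 DKO cells. The T cell-like shares above may thus leave out T cells. Unnamed cluster 9, of low UMI counts, was 4.46% of KO (3.68 to 5.36) and 3.29% of DKO (2.12 to 4.85).

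**Figure D1:**
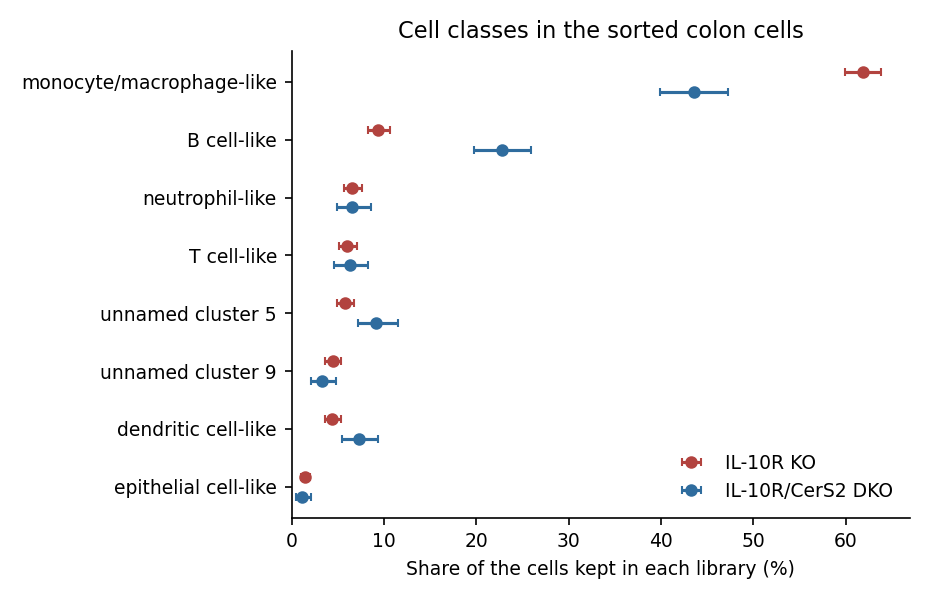
Share of the cells kept in each library, in percent (x axis), for each cell class or unnamed cluster (y axis), with the IL-10R KO library in red and the IL-10R/CerS2 DKO library in blue; points are shares and bars are exact 95% intervals of counting error. Monocyte/macrophage-like cells were 61.9% of KO and 43.6% of DKO cells, and B cell-like cells 9.41% and 22.7%.

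The study described a group of highly inflammatory macrophages that the DKO chimeras lacked. Monocyte/macrophage-like cells were clustered again without the list genes, and the cluster with the highest inflammatory list held 183 of 1511 KO cells, or 12.1% (10.5 to 13.9). It held 1 of 318 DKO cells, or 0.314% (0.00796 to 1.74), where the KO share would have given 38.5 cells. The cluster was thus nearly all of 1 library, and with 1 library per genotype a cluster of this kind may belong to the library and not to a cell type. It took 14.2% of the UMIs of the KO monocyte/macrophage-like cells. Its cells carried Csf1r at 364 CPM and Cd14 at 2829 CPM, and Lyz2 at 806 CPM, which was lower than in the other clusters, where Lyz2 ranged from 2120 CPM in cluster 5 to 6558 CPM in cluster 6. The neutrophil gene S100a8 was at 22.6 CPM. With the list genes kept among the variable genes, the cluster held 181 KO cells and 1 DKO cell, and with 15 principal components 181 and 2. With KO cells drawn down to the number of DKO cells, the cluster with the highest list held 50.95% of KO and 29.6% of DKO cells. A cluster nearly absent from DKO was thus not recovered in that alternative. At resolution 0.1, where an unnamed cluster was left out, the cluster with the highest list held 62.5% of KO and 51.5% of DKO cells, and with that unnamed cluster kept it held 10.4% of KO and 0.496% of DKO cells. Cluster 2 moved the other way in the main clustering, with 10.3% of KO cells (8.84 to 12.0) and 28.3% of DKO cells (23.4 to 33.6). Cluster 0 held 33.0% of KO cells (30.6 to 35.4) and 20.4% of DKO cells (16.1 to 25.3).

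**Figure D2:**
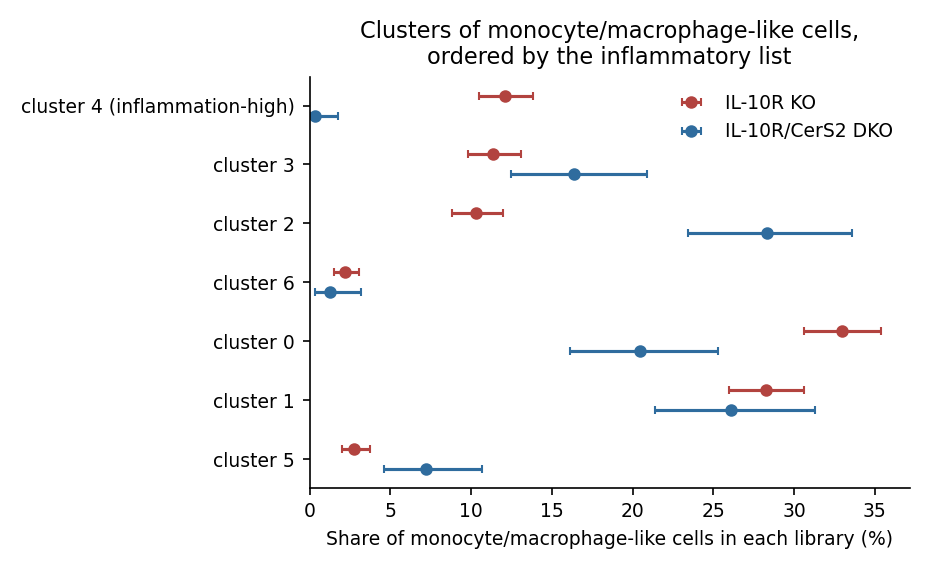
Share of the monocyte/macrophage-like cells of each library, in percent (x axis), in each of the 7 clusters (y axis), ordered from the highest to the lowest mean of the inflammatory list; points are shares, bars are exact 95% intervals of counting error, red is IL-10R KO and blue is IL-10R/CerS2 DKO. The inflammation-high cluster held 12.1% of KO and 0.314% of DKO cells.

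Gene lists addressed whether loss of CerS2 lowered inflammatory genes and raised those of tolerogenic macrophages. The inflammatory list had a median log2 ratio of -0.53 (-0.75 to -0.45) over 24 genes, 16 of them lower in DKO with total counts and 19 with TMM scaling, and lay at percentile 0.0 of the random lists, whose middle 95% ran from -0.07 to 0.20. The median depended on the inflammation-high cluster, which had been picked by this list. Without that cluster, an alternative chosen after the data had been seen, it was 0.17 (-0.01 to 0.39) at percentile 93.4, and with the clusters weighted as in KO it was -0.04. The tolerogenic list had a median of 1.16 (0.94 to 1.34) over 16 genes and lay at percentile 100. All of these 16 genes were higher in DKO with total counts, and 15 of them with TMM scaling, under which Trem2 was lower. With the clusters weighted as in KO the tolerogenic median was 0.34. The sphingolipid list, which leaves out Cers2, had a median of 0.35 (0.18 to 0.42) over 29 genes at percentile 99.9, with 22 genes higher under total counts and under TMM scaling. With the clusters weighted as in KO the sphingolipid median was 0.12. The fatty acid desaturation and elongation list had a median of 0.32 (0.01 to 0.60) over 8 genes at percentile 88.3, inside the middle 95% of its random lists. The NF-kB list had a median of -0.08 (-0.16 to -0.04) over 12 genes at percentile 6.27, also inside that range, and it was 0.00 without the inflammation-high cluster and -0.20 with the clusters weighted as in KO. The interferon list had a median of -0.34 (-0.46 to -0.19) over 18 genes at percentile 0.0. It was not lower throughout, since 11 of its genes were lower and 7 higher with total counts, and 12 and 6 with TMM scaling. The antigen presentation list, at 0.16 (0.11 to 0.19) over 9 genes and percentile 92.9, and the circulating monocyte list, at 0.08 (-0.09 to 0.22) over 10 genes and percentile 59.5, lay inside the middle 95% of their random lists, and the circulating monocyte median was -0.04 with TMM scaling. TMM scaling moved all of these medians by -0.12.

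**Figure D3:**
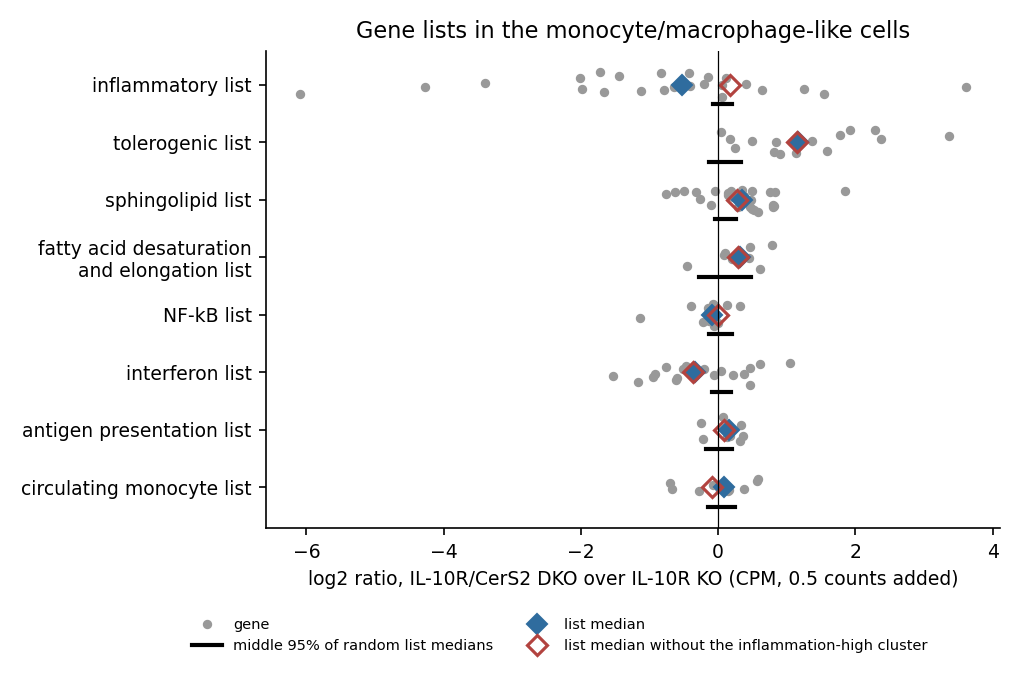
The log2 ratio of IL-10R/CerS2 DKO over IL-10R KO CPM in the monocyte/macrophage-like cells (x axis) for the genes of the 8 lists (y axis); grey points are genes, filled blue diamonds are list medians, open red diamonds are the medians without the inflammation-high cluster, and black bars are the middle 95% of the medians of 10000 random lists matched on expression. The median of the inflammatory list was -0.53 with the inflammation-high cluster and 0.17 without it, and that of the tolerogenic list was 1.16 with it and 1.15 without it.

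The cytokine genes that the study measured by qPCR were then compared. Its qPCR was of stimulated macrophages in culture, not of these colon cells. Il1b had the most UMIs of these genes, at 3323 CPM (3284 to 3361) in KO and 2125 CPM (2058 to 2194) in DKO, a log2 ratio of -0.64 (-0.69 to -0.60), and it moved most to -0.14 over every cell with a Lyz2 UMI. Cxcl2 fell from 2852 CPM to 1594 CPM, a log2 ratio of -0.84 (-0.90 to -0.78), and 57.1% of its KO UMIs lay in the inflammation-high cluster. Without that cluster Cxcl2 had a log2 ratio of 0.17, and with the clusters weighted as in KO, which also leaves that cluster out, it was -0.29. Of the 2827 DKO UMIs of Cxcl2, 283 were in 1 cell. Cxcl1 had 157 CPM in KO and 135 CPM in DKO, a log2 ratio of -0.21 (-0.42 to -0.01), which was 0.30 without the cluster and -0.31 with the clusters weighted as in KO. Of its 240 DKO UMIs, 64 were in 1 cell. For Il6, with 238 UMIs in KO and 36 in DKO, the interval of the log2 ratio of -0.42 included 0 (-0.98 to 0.07), and 75.6% of its KO UMIs lay in the cluster. Without the cluster the log2 ratio of Il6 was 1.39. Il12a had 86 UMIs in KO and 6 in DKO, a log2 ratio of -1.44 (-3.04 to -0.37), with 73.3% of its KO UMIs in the cluster and a ratio of 0.22 without it. Il12b went the other way, with 26 UMIs in KO and 66 in DKO and a log2 ratio of 3.62 (2.96 to 4.35), but 59 of the 66 DKO UMIs were in 1 of only 3 cells. At resolution 0.8, where an unnamed cluster of 455 KO and 61 DKO cells was left out, the log2 ratio of Il12b was -2.88, and with that cluster kept it was 3.62.

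Thinned to 2000 UMIs per cell, which left out 90 KO cells and 27 DKO cells, 79.6% of KO monocyte/macrophage-like cells (77.4 to 81.7) and 69.1% of DKO cells (63.4 to 74.3) had an Il1b UMI. Unthinned, the Il1b shares were 88.0% and 80.2%. In T cell-like and B cell-like cells, the background from free RNA, the thinned Il1b share was 5.13% in KO and 1.14% in DKO, at median depths of 2984 and 2738 UMIs against 5666 and 5629 UMIs in the monocyte/macrophage-like cells that were thinned. The thinned Cxcl2 shares were 37.7% in KO (35.2 to 40.3) and 34.4% in DKO (28.9 to 40.1), with overlapping intervals. Their background was 2.24% in KO and 0 of 176 cells in DKO, with an exact upper bound of 2.07%. Unthinned, the Cxcl2 shares were 47.1% and 42.5%. The thinned Cxcl1 shares of 6.97% and 7.22% and Il6 shares of 3.03% and 2.75% also had overlapping intervals. Unthinned they were 10.1% and 10.4% for Cxcl1, and 5.16% and 5.66% for Il6. The background was 0.641% in KO and 0 of 176 cells in DKO for Cxcl1. For Il6 it was 0 of 312 cells in KO, with an exact upper bound of 1.18%, and 0 of 176 in DKO. For Il12b, 0.281% of KO cells and 1.03% of DKO cells had a UMI after thinning (unthinned 0.860% and 0.943%). Neither thinned share exceeded the exact upper bound for 0 background cells, 1.18% in KO and 2.07% in DKO. For Il12a the thinned shares were 1.62% in KO and 0.344% in DKO (unthinned 2.98% and 1.57%). In T cell-like and B cell-like cells they were 0.641% (0.0777 to 2.30) in KO and 3.98% (1.61 to 8.02) in DKO. The DKO monocyte/macrophage-like share thus lay below that of the T cell-like and B cell-like cells, with 1 of 291 against 7 of 176 cells. Il12a of those cells themselves was not told apart from free RNA, so their share is not a sure background for this gene. The interval of the KO monocyte/macrophage-like share (1.03 to 2.42) overlapped that of the DKO share (0.0087 to 1.90). No difference between the genotypes was read from these shares.

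Mrc1 (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057), which encodes the mannose receptor CD206 of tolerogenic macrophages, rose from 69.2 CPM (600 UMIs) in KO to 262 CPM (464 UMIs) in DKO, a log2 ratio of 1.92 (1.74 to 2.10). With the clusters weighted as in KO the log2 ratio of Mrc1 was 0.83. Fcgr1, which encodes CD64, had a log2 ratio of 0.21 with an interval that included 0 (-0.05 to 0.46). The desaturase gene Scd2 had 89 UMIs in KO and 31 in DKO and a log2 ratio of 0.78 (0.13 to 1.37). For Rel, with 707 CPM in KO and 667 CPM in DKO, the interval of the log2 ratio of -0.08 included 0 (-0.17 to 0.01), and it was -0.20 with TMM scaling. Rela had a log2 ratio of -0.40 (-0.70 to -0.12).

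Among all genes, those with the 8 lowest log2 ratios by the fixed rule were Arg1, Cers2, Gm47283, Ptges, Cxcl3, Mid1, Slc7a2 and Cryab. Of these, Arg1, Ptges, Cxcl3 and Slc7a2 lead the inflammation-high cluster, which held from 86.4% of the KO UMIs of Slc7a2 to 98.1% of those of Arg1. With the clusters weighted as in KO, which leaves that cluster out, the log2 ratios were -2.60 for Arg1, -3.36 for Ptges and -2.81 for Slc7a2, and -0.24 for Cxcl3. The values of Arg1, Ptges and Slc7a2, which had at most 1 UMI in DKO, depend on the counts added to each sum. Arg1 (chromosome 10, 24915221 to 24927484) had 2747 UMIs in KO and 1 in DKO, a log2 ratio of -8.55 (-14.4 to -6.65). Gm47283, Mid1 and Cryab did not follow the cluster, which held 12.9%, 12.7% and 8.40% of their KO UMIs. Gm47283 (ENSMUSG00000096768, a protein-coding gene annotated on chromosome Y, 90784738 to 90816464) fell from 2234 UMIs or 258 CPM in 943 KO cells to 3 UMIs or 1.69 CPM in 3 DKO cells, a log2 ratio of -7.03 (-9.53 to -5.70). Near-identical copies of it can share reads, so its level is uncertain. Mid1 (ENSMUSG00000035299, chromosome X, 169685199 to 170005736) had 165 UMIs in KO and 0 in DKO, 11.2-fold lower against the floor, with an exact upper limit of the log2 ratio of -3.18. Cryab (ENSMUSG00000032060, chromosome 9, 50751325 to 50756636) had 131 UMIs in KO and 0 in DKO, 8.93-fold lower against the floor, with an exact upper limit of -2.84.

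The 8 highest were Ptcra, Il12b, Fcrls, Txndc16, Retnla, Clec4b1, Pmp22 and Mrc1. Few cells carried several of them. The 52 DKO UMIs of Ptcra, with 2 in KO, lay in 4 cells, and 72 of the 88 DKO UMIs of Txndc16 lay in 1 cell. Retnla rose from 112 CPM in 27 KO cells to 504 CPM in 36 DKO cells, a log2 ratio of 2.17 (2.04 to 2.30), which was 0.50 with the clusters weighted as in KO. Fcrls rose from 48 UMIs in 20 KO cells to 71 UMIs in 28 DKO cells, a log2 ratio of 2.85 (2.31 to 3.41). Clec4b1 and Pmp22 had log2 ratios of 2.03 and 1.94. Retnla, Mrc1, Pmp22 and Clec4b1 were among the leading genes of cluster 2, which held a larger share of DKO than of KO cells.

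The sex-linked genes were reported apart. Xist had 413 CPM in KO and 438 CPM in DKO, and Tsix, which overlaps it on the other strand, had 53 and 19 UMIs. The chromosome Y genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 UMIs in both libraries.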

Values the study reported

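The study grouped the colonic macrophages of IL-10R KO chimeras into 5 clusters. It described cluster 5 as the one with highly inflammatory cells, and as missing from the IL-10R/CerS2 DKO chimeras. For the colonic macrophages it also reported lower inflammatory markers, cytokines and chemokines in DKO than in KO chimeras. It described high Mrc1 and other tolerogenic markers without CerS2, and proposed that this loss may favour a more tolerogenic state.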

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

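The test of the interferon list was chosen only after the result was seen, and the tests of monocyte/macrophage markers were set before it. The gene lists were also compared between the libraries within other cell classes, and 3 results lay on the other side of 0 from the monocyte/macrophage-like cells, both with counting intervals that leave out 0. None of these differences between cell classes was itself tested, since there is 1 library per genotype.

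The antigen presentation list was lower in the T cell-like cells of the DKO library, with a median log2 ratio of -3.03 (-3.40 to -2.55) over 8 genes, 7 of them lower with total counts and with TMM scaling, while it was 0.16 in monocyte/macrophage-like cells. The median was -3.06 with TMM scaling. Of the 8 genes, 3 had 0 UMIs in DKO, and with these at their bound the median was -1.69. Cd74 had 419 UMIs in 148 KO cells and 15 UMIs in 46 DKO cells. RNA of macrophages in these droplets is a candidate explanation: the fixed monocyte/macrophage markers were lower in these cells too, with a median of -2.55 (-3.07 to -2.11) over 10 genes, 9 of them lower, or -0.82 with the 6 genes at 0 UMIs at their bound. Of these markers, Lyz2 had 116 UMIs in KO and 1 in DKO, Apoe 71 and 0, and Cd14 58 and 0, while Plac8, which the circulating monocyte list also holds, had 296 and 43. Of the 21 markers, 0 are in the antigen presentation list. This test could have come out the other way, but the markers do not say whether the RNA was free or came from macrophages captured with T cells. A change in the T cells themselves between genotypes stays open and was not tested.

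The same list was lower in the neutrophil-like cells of the DKO library, with a median of -1.46 (-2.40 to -0.83) over 6 genes, all of them lower with total counts and with TMM scaling, and a median of -1.57 with TMM scaling. RNA of macrophages in these droplets cannot be told apart from a change in neutrophils here. The markers had a median of 0.33 (-0.37 to 0.48) over 7 genes, of which 4 were higher and 3 lower, and the DKO neutrophil-like cells held only 84384 UMIs. A difference by genotype was not tested.

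The interferon list was higher in the T cell-like cells of the DKO library, with a median of 0.35 (0.05 to 0.64) over 14 genes, 10 of them higher with total counts and with TMM scaling, and a median of 0.32 with TMM scaling. In monocyte/macrophage-like cells the median was -0.34 (-0.46 to -0.19). More RNA of macrophages in the DKO droplets is argued against as the cause, since the monocyte/macrophage markers were lower in these same T cell-like cells, with the median of -2.55, or -0.82 with genes at 0 UMIs at their bound. The 46 DKO cells come from 1 library, and a difference by genotype, by mouse or by sort stays open and was not tested.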

How the results depend on the processing

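The alternatives without the inflammation-high cluster, with clusters kept whatever genes led them and without the 5% of highest doublet scores were chosen after the data had been seen. The others were made before the data were examined, apart from the naming of clusters, which was revised. No paired analysis was possible because there was 1 library per genotype and nothing pairs them. Over all results and alternatives, 225 values stayed within the counting interval of the main value, 88 moved beyond it and 7 reversed. A reversed value had the other sign from a main value whose interval left out 0, whatever its own interval. Sign changes of Il6 and of the circulating monocyte median, whose main intervals included 0, were not counted as reversed. Unless its construction shows it, the cause was not tested.

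The circulating monocyte median (from -0.09 to 0.17) and the fatty acid median (from 0.17 to 0.59) stayed within their counting intervals under all 18 alternatives. The tolerogenic list stayed above 0 (from 0.28 to 1.24), as did the sphingolipid list (from 0.12 to 0.41), and the interferon list stayed below 0 (from -0.55 to -0.26). The median over all genes was 0.11 with total counts, so a value above 0 is not by itself a rise. The lowest sphingolipid value, with the clusters weighted as in KO, lay near 0.11. The median of all genes under that weighting was not computed, so a rise apart from cluster shares is uncertain for that list.

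Without the inflammation-high cluster, 5 values reversed: the inflammatory median was 0.17, the NF-kB median 0.0020, and the log2 ratios of Cxcl1, Cxcl2 and Il12a were 0.30, 0.17 and 0.22. The new intervals still included 0 for the inflammatory median (-0.01 to 0.39), the NF-kB median (-0.09 to 0.06) and Il12a (-1.45 to 1.47). Il6 changed sign too, to 1.39 (0.74 to 2.01), and counts as moved because its main interval included 0. Il1b moved to -0.36 and the antigen presentation median to 0.080. With clusters weighted as in KO, which leaves out the same cluster and cluster 6 by its construction, the medians were -0.041 for the inflammatory, 0.34 for the tolerogenic, 0.12 for the sphingolipid, -0.20 for the NF-kB and -0.55 for the interferon list, and Cxcl2 was -0.29, Il1b -0.27, Il6 0.85 and Il12a 0.54, a reversal. Cxcl1 was -0.31 there, so that these alternatives, which both leave out the inflammation-high cluster, gave opposite signs for Cxcl1, Cxcl2 and the inflammatory and NF-kB medians.

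At resolution 0.1 a cluster with dendritic cell markers among its leading genes stayed unnamed. Monocyte/macrophage-like cells were 55.6% of KO and 31.6% of DKO, and the inflammation-high cluster held 62.5% and 51.5% of them. The medians were -1.08 for the inflammatory, 0.28 for the tolerogenic, 0.17 for the sphingolipid, -0.21 for the NF-kB, -0.50 for the interferon and 0.11 for the antigen presentation list, and Cxcl2 was -1.27, Il6 -1.39 and Il1b -0.47. With that cluster kept, the class was 72.2% of KO and 55.2% of DKO, the inflammation-high cluster held 10.4% of its KO and 0.496% of its DKO cells, and the medians were -0.36 for the inflammatory, 0.91 for the tolerogenic, -0.48 for the interferon and 0.20 for the antigen presentation list, with Cxcl1 at -0.45, Il1b at -0.26 and Il12b at 2.04.

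At resolution 0.8 an unnamed cluster again left the class smaller, at 43.2% of KO and 35.1% of DKO. The inflammation-high cluster held 17.1% of its KO cells, the medians were -1.04 for the inflammatory, -0.21 for the NF-kB and 0.26 for the antigen presentation list, and Cxcl1 was -0.47, Cxcl2 -1.13, Il1b -0.90 and Il12b -2.88, a reversal. With the unnamed cluster kept, Il12b was 3.62.

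With KO cells drawn down to 730, the class was 65.1% of KO and 47.7% of DKO, and the inflammation-high cluster held 50.95% and 29.6% of it. Cxcl1 was -0.74, Il6 -1.04, Il1b -0.70 and Il12b 2.66. With the stricter filter the class was 66.1% of KO, Cxcl2 was -0.77, Il6 -1.12 and Il1b -0.59. With every barcode the class was 58.2% of KO and Il6 was -1.29. Without the highest doublet scores the class was 66.1% of KO and Cxcl2 was -1.02.

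Over every cell with a Lyz2 UMI, which were 1606 KO and 381 DKO cells, the medians were -0.21 for the inflammatory, 0.89 for the tolerogenic and -0.46 for the interferon list, and Cxcl2 was -0.59, Il1b -0.14 and Il12b 1.25. Of the cells of the inflammation-high cluster, 134 of 183 in KO had such a UMI. TMM scaling moved every ratio by -0.12, by its construction, which gave -0.21 for the NF-kB, -0.47 for the interferon and 0.034 for the antigen presentation median, -0.96 for Cxcl2 and -0.77 for Il1b. The mean over cells gave -0.016 for the NF-kB median, -0.69 for Cxcl2 and -0.72 for Il1b. With 5 counts added, Cers2 was -4.19, by the counts added to its 0 UMIs, and the inflammatory median was -0.40. With at least 50 UMIs per gene the inflammatory median was -0.42 and the tolerogenic 0.83, from fewer genes.

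The shares of cells with a cytokine UMI made up 11 of the values that moved, with less thinning, by its construction. Depth limits Il12a, with 6 UMIs in DKO, Il12b, with 3 DKO cells, and Il6, with 36 UMIs in DKO.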

Other observations

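Of the tests in this part, those of the share of high doublet scores in the inflammation-high cluster, of the dissociation response, of free RNA from the inflammation-high cluster and of the gene annotation were set before their results were seen, and the others, the removal of high doublet scores among them, were chosen only after the result was seen.

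The inflammation-high cluster held 183 KO cells and 1 DKO cell. Neutrophils or their RNA were argued against: S100a8 was at 22.7 CPM in the cluster's KO cells, 0.0892% of its level in neutrophil-like KO cells. Lower depth of the DKO cells was argued against too, since the monocyte/macrophage-like cells had like medians of 5500 UMIs in KO and 5406 in DKO. Among cells with at least 6364 UMIs, the median of the cluster's KO cells, the cluster held 92 of 515 KO cells, or 17.9% (14.7 to 21.5), and 1 of 113 DKO cells, or 0.885% (0.0224 to 4.83). The list of genes that respond to tissue dissociation was lower in the cluster's KO cells than in the other KO monocyte/macrophage-like cells, with a median log2 ratio of -0.39 (-0.53 to -0.30), 15 of 17 genes lower and percentile 6.67 of random lists. That argues against a dissociation response as the source of the cluster. A list of hypoxia genes, written without the cluster's leading genes, was higher there, with a median of 1.94 (1.87 to 2.02), all 13 genes higher and percentile 100. Neither list shares a gene with the 8 lists of the report. A hypoxia response may therefore mark these cells, as a hypothesis found and tested on the same cells, and whether it arose in the colon or in handling was not tested. Doublets were argued against as the whole source of the cluster. Once the 5% of highest doublet scores were removed, the cluster held 172 of 1549 KO cells, or 11.1% (9.58 to 12.8), and 1 of 320 DKO cells, or 0.313% (0.00791 to 1.73), and with the Scrublet calls removed it held 177 KO cells and 1 DKO cell. Of the cluster's KO cells, 5.46% (2.65 to 9.82) were among the highest scores, against 4.13% of all KO cells, an excess that was not detectable at this number of cells. A difference by genotype stays open and was not tested beyond the 2 libraries.

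The lower inflammatory list could come from the rarity of that cluster in DKO alone. For the list as a whole this cannot be told apart from a change in the other cells, because without the cluster the median was 0.17 (-0.01 to 0.39) and the cluster had been picked by this list. For part of the list it is argued against, since 7 of 23 genes were still lower in DKO with a counting interval below 0: Il1b at -0.36, Il23a at -1.31, Nos2 at -1.95, Ptgs2 at -0.59, Acod1 at -1.002, Saa3 at -2.09 and Nlrp3 at -0.49. Free RNA of the cluster's cells in other KO droplets is argued against for these genes other than Il23a. KO B cell-like cells carried a median of 2.19% of the KO excess over the 7 genes, and at most 5.63% without Il23a. For Il23a this was 35.8%, from only 2 UMIs in KO B cell-like cells, so free RNA stays open for that gene. Whether cells of the cluster's kind had been assigned to other clusters was not tested. Outside the cluster 14 of the 23 genes were higher in DKO and 9 lower. The interval lay above 0 for 11 genes, which were Cxcl1, Cxcl2, Il6, Il12b, Tnf, Osm, Ccl2, Ccl3, Ccl4, Ccl7 and Csf3. Their log2 ratios ran from 0.17 for Cxcl2, which set the list median, to 3.46 for Il12b, whose DKO UMIs lay in 3 cells. Single cells weighed on others too, with 283 of 2827 DKO UMIs of Cxcl2 and 64 of 240 of Cxcl1 in 1 cell. Over all KO clusters the most in 1 cell was 838 of 24729 and 80 of 1361. The counting intervals do not cover such cells, so a rise of Cxcl2 and Cxcl1 outside the cluster is uncertain.

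Gm47283, annotated at the end of chromosome Y, and Mid1, at the end of chromosome X, were nearly absent from DKO monocyte/macrophage-like cells, although the other chromosome Y genes looked at had 0 UMIs in both libraries. The inflammation-high cluster held 12.9% of the KO UMIs of Gm47283, which argues against loss of that cluster. The gene tables of the libraries differed in 0 entries, which argues against another annotation. The loss was not limited to macrophages: Gm47283 was at 444 CPM in KO B cell-like cells, with 302 UMIs, and had 0 UMIs in DKO B cell-like cells, 68.4-fold lower against the floor of 3 counts. Against the same floor it was 41.95-fold lower in dendritic cell-like cells and 54.5-fold lower in unnamed cluster 5. In T cell-like cells the fall was smaller, from 227 UMIs or 375 CPM in KO to 6 UMIs or 38.8 CPM in 4 of 46 DKO cells, a log2 ratio of -3.16. For Mid1 the other classes held few UMIs, with 9 in KO and 0 in DKO B cell-like cells, 2.04-fold lower against the floor, and 4 in KO and 2 in DKO T cell-like cells, where no loss was seen. A genetic difference between the donors at these loci, apart from the deleted genes, is consistent with the loss of Gm47283 in unrelated cell classes. Reads shared between near-identical copies of the gene were not tested, and neither was the loss of Cryab, which other classes barely express.

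A few DKO cells did carry UMIs of Gm47283, Cers2 or Mid1. Of 742 DKO barcodes, 14 had any and 2 had UMIs of at least 2 of these genes. Free RNA is argued against as the whole source, since 6 of 46 DKO T cell-like cells, or 13.04% (4.94 to 26.3), had a UMI, and 0 of 166 B cell-like cells, with an exact upper bound of 2.20%, at median depths of 2912 and 2516 UMIs. The share was 2 of 8 for epithelial cell-like cells (3.19 to 65.1%), at a median of 7313 UMIs, 2 of 53 for dendritic cell-like cells and 3 of 318 for monocyte/macrophage-like cells. Cells left from the recipient may be the source, and epithelial cells, which donor marrow does not replace, would be among them. Of the 2 barcodes that carry more than 1 of the genes, 1 was epithelial cell-like. With so few cells, in a cluster that carried as many T cell markers as epithelial ones, recipient cells cannot be told apart from other sources.

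B cell-like cells were 22.7% of DKO and 9.41% of KO cells, a factor of 2.42, although the sort was meant to leave them out. Fewer macrophages, with no change in other cells, would raise the share of all other classes alike, by a factor of 1.48. As the whole cause of the B cell-like rise this is argued against, since among the cells outside the monocyte/macrophage-like class B cell-like cells were 24.7% of KO (21.9 to 27.6) and 40.3% of DKO (35.5 to 45.2). The factor was 0.998 for neutrophil-like cells and 1.04 for the cells named T cell-like, which leave out unnamed cluster 5. It was 0.765 for epithelial cell-like cells and 0.737 for unnamed cluster 9. It was 1.64 for dendritic cell-like cells and 1.59 for unnamed cluster 5, near what fewer macrophages would give, so for these classes that explanation stays open. By flow cytometry, which counts cells by their proteins, the study reported fewer infiltrating immune cells in DKO than in KO chimeras. The cells counted included macrophages, monocytes, neutrophils and CD4 T cells. A fall in several classes at once was not tested here, and stays open. The sort is given in the study's methods, while its main text speaks of CD45+ cells. A difference in sorting or between mice cannot be told apart from genotype, since there is 1 library per genotype.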
